A study of Homo sapiens with 20 samples.

How the data were processed

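The data are PAR-CLIP libraries of HCT116 cells, 15 made with an anti-IGF2BP3 antibody and 5 with control IgG, in 5 conditions. Per the labels' protocols, cells on plates received 4-thiouridine, were treated, crosslinked at 365 nm and lysed, and the lysate was digested with RNase I and RNase T1 before and after the immunoprecipitation. More than 1 RNase concentration is stated there without saying which library received which. The protocol gives 4 h for tunicamycin, while the sample labels give 1 h and 4 h, and the sample labels were followed.

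The authors deposited a table of whole-number counts per gene, with 1 column per library, and per the file headers the columns are the library names that the labels give. The counts are raw, since totals differ from library to library. The aligner, the counting program, the genome build and the annotation are not stated in the headers or labels. The table holds 19962 genes with entry numbers up to 60658, so it is part of a longer table. In it 1711 genes had no count in any library and 18 entries with 4881 counts are copies on the Y chromosome of genes that the X chromosome also carries. How reads shared between near-identical genes or overlapping genes were counted is not stated, so counts of such genes are uncertain. All columns were mapped to samples by their names, with 0 left over.

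The authors also deposited 1 list of clusters per library. Per the file headers each cluster has its position, strand, sequence, read count, number of conversion locations, and counts of conversion and non-conversion events. In the values the lowest read count was 2 and the lowest number of conversion locations was 2. The program that called the clusters is not stated. Clusters were called per library and not on pooled libraries. The IgG lists of the arsenite set carry names that are the reverse of the samples they are attached to, and the attachment was followed.

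Libraries were grouped by the treatment and antibody that the labels give. Each library holds its own replicate number, and the library names place the PBS and arsenite libraries in one set, replicates 1 and 2 of the tunicamycin groups in another, and replicate 3 of those groups with their IgG libraries in another. The total counts, given with the results, set the precision. In 200 simulated genes changed 2-fold, the test recovered 75.5% for TM 1 h against DMSO (8310 genes tested), 80.5% for TM 4 h against DMSO (8341 genes), 73% for arsenite against PBS (6621 genes) and 53% for the difference between the stresses (7726 genes), with 12, 3, 3 and 7 false calls and 0 calls when nothing was changed. These simulations gave all genes the same dispersion. Libraries of the same group were compared by a chi-square test over genes with an expected count of at least 5, and all 15 pairs differed, with a largest p of 8.8e-23.

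Genes were tested with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM factors and the quasi-likelihood test (two-sided), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The 9 anti-IGF2BP3 libraries of the tunicamycin groups shared 1 fit, the 6 of the arsenite comparison another, and the 12 of DMSO, TM 4 h, PBS and arsenite a further one for the difference between stresses. All 20 libraries entered the comparison with IgG, with condition as a covariate. The SE of a log2 fold change was its size divided by the square root of the F statistic. Values per library are CPM from edgeR, in which counts are scaled by the total of the genes tested and the TMM factor of the library, and means are given with the SD. The named genes are, per comparison, those that rose or fell most on the log2 scale among those with an adjusted p under 0.05, a mean count of at least 50 over the groups compared and no overlap of the CPM values between groups. This rule, the tests and most alternatives were fixed before the data were examined. The rule allowed 4 genes per direction, and 2 are given, because the files do not pair the identifiers with names and the gene table at hand gives no such identifier for any entry (0 filled). For the same reason the genes that the rule named by symbol, IGF2BP3 among them, and the tests of gene lists for the unfolded protein response, oxidative stress and known IGF2BP targets were not run. Shares of clusters in untranslated regions, coding sequence and introns, and checks of GC content and gene length, were not run either, since no build is stated and no annotation was used here. Cluster coordinates are not printed.

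Correlations of log2 fold changes were set against 20 simulations of unchanged groups sharing the DMSO libraries. Unchanged groups give hardly any calls, so the overlap of calls was set against the overlap of as many lowest p-values in each simulation, a comparison chosen after the data had been seen. The thinning comparison drew counts from the pooled anti-IGF2BP3 libraries of a condition down to the IgG total 20 times. Cluster values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and drawn with matplotlib 3.10.9. The motif share was compared with 5 shuffles of each sequence. Group differences of cluster values were tested by two-sided exact permutation tests of library values, adjusted by Benjamini-Hochberg over the 3 comparisons of a measure. The cluster functions were tested on simulated sequences and intervals.

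Alternatives were DESeq2's size factors in edgeR, library totals without TMM, no filter on low counts, a mean count of at least 50, DESeq2 1.42.0 with its Wald test, robust variance moderation, the replicate number or the library set in the model, 1 library set alone, and each library left out in turn. For clusters they were at least 10 reads and 2 conversion locations (all clusters have at least 2 locations, so only the reads mattered), the 3579 clusters with most reads per library (the number in the smallest anti-IGF2BP3 list), the median share per cluster, a dinucleotide-preserving shuffle, GGAC as the motif, and an overlap of 50% of both clusters. The share of cluster reads on the mitochondrial chromosome and the removal of those clusters were added after the data had been seen.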

Results

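IGF2BP3, an RNA-binding protein, was crosslinked to RNA in living cells and the bound RNA fragments were sequenced, in a series whose stated subject is the handling of RNA by this protein during the unfolded protein response. The cells were HCT116, a human colorectal carcinoma line, here a derivative made to express the OsTIR1 protein conditionally. The method was PAR-CLIP, in which the uridine analogue 4-thiouridine is incorporated into RNA, ultraviolet light crosslinks it to nearby protein, and crosslinked positions are read as T-to-C conversions. Cells had received 100 µM 4-thiouridine for 15 h and were irradiated at 365 nm with 0.15 J/cm2. The 20 libraries covered 5 conditions. Each condition had 3 libraries made with an anti-IGF2BP3 antibody and 1 library made with control IgG. Tunicamycin (TM), an inhibitor of N-linked glycosylation that causes endoplasmic reticulum stress, was given at 5 µg/mL for 1 h or 4 h, and its control was DMSO for 4 h, so the 1 h treatment was compared with a 4 h vehicle. Arsenite at 250 µM for 2 h was the oxidative stress, and its control was PBS for 2 h. The labels call the compound arsenite in the sample titles and arsenate in the protocol.

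The total gene count per anti-IGF2BP3 library ranged from 130478 in PBS replicate 2 to 1568406 in TM 4 h replicate 3. The other PBS libraries held 423906 and 403352 counts, and the arsenite libraries 414033, 623476 and 1098488. The DMSO libraries held 374238, 960565 and 1287291 counts, those of TM 1 h 227961, 465032 and 1069328, and the remaining TM 4 h libraries 457179 and 765710. The IgG libraries held far fewer counts, 17503 for PBS, 9366 for arsenite, 7864 for DMSO, 5981 for TM 1 h and 11542 for TM 4 h. The mean anti-IGF2BP3 total was 18.2 times the IgG total in PBS and 111 times in DMSO, the lowest and highest of the 5 conditions. All 15 pairs of replicates within anti-IGF2BP3 groups differed by more than sampling noise, with a chi-square per gene between 1.16 and 1.69, and each library was counted as a separate replicate. Counts of this kind depend on how much of an RNA the cell holds as well as on how much of it is bound. RNA abundance was not analysed here, so every change below is a change in recovered RNA and not in binding alone.

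The comparison with IgG asked which genes were recovered above the background of the immunoprecipitation. With condition in the model, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 522 of 7022 genes higher in the anti-IGF2BP3 libraries and 60 lower at an adjusted p under 0.05. This count depended on the scaling factors. TMM gave the 20 libraries factors from 0.869 to 1.72, and the median log2 difference over all genes was 0.71. With library totals as the only scaling the median was 0.09, 6 genes were higher and 86 lower. In simulated libraries of these depths with no difference at all, TMM gave 87 calls, all higher in the anti-IGF2BP3 libraries, and library totals gave 0. The count of 522 therefore cannot be read as a number of bound genes. Across the 9933 genes with at least 50 counts summed over the anti-IGF2BP3 libraries, Spearman's rho between the IgG library and the pooled anti-IGF2BP3 libraries of its condition was 0.697 for PBS, 0.519 for arsenite, 0.546 for DMSO, 0.514 for TM 1 h and 0.618 for TM 4 h. Drawing the pooled libraries down to the IgG depth gave 0.734, 0.637, 0.619, 0.578 and 0.674, and in each condition the IgG value lay below the lowest of the 20 draws (0.726, 0.628, 0.613, 0.569 and 0.664). Over genes with an expected count of at least 5 the chi-square per gene between the IgG and pooled profiles was 3.34, 2.81, 2.05, 1.66 and 2.00. Replicate pairs with the same antibody also exceeded counting noise, by up to 1.69 per gene. The IgG values were above this in all conditions but TM 1 h, though the replicate pairs are of other depths. With 1 IgG library per condition these values cannot tell a difference by antibody from a difference between libraries. These correlations are across genes, which are not independent replicates.

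The tunicamycin libraries addressed how recovery changed early and later in endoplasmic reticulum stress. At 1 h, 46 of 8343 genes differed from DMSO at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 12 higher and 34 lower (n = 3 libraries per group). The alternative that moved this count most was DESeq2's Wald test, with 6 genes. Of the 46, 1 was at least 2-fold higher and 13 were at least 2-fold lower. Without DMSO replicate 3 the count was 13, with 6 higher and 7 lower. Without TM 1 h replicate 2 it was 17, and without TM 1 h replicate 1 it was 23. Replicate 3 of each tunicamycin group belongs to another library set than replicates 1 and 2, and within the set of replicates 1 and 2 the count was 16, with 6 higher and 10 lower. The groups did not overlap in 15.3% of genes, where chance gives 10%.

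**Figure D1:**
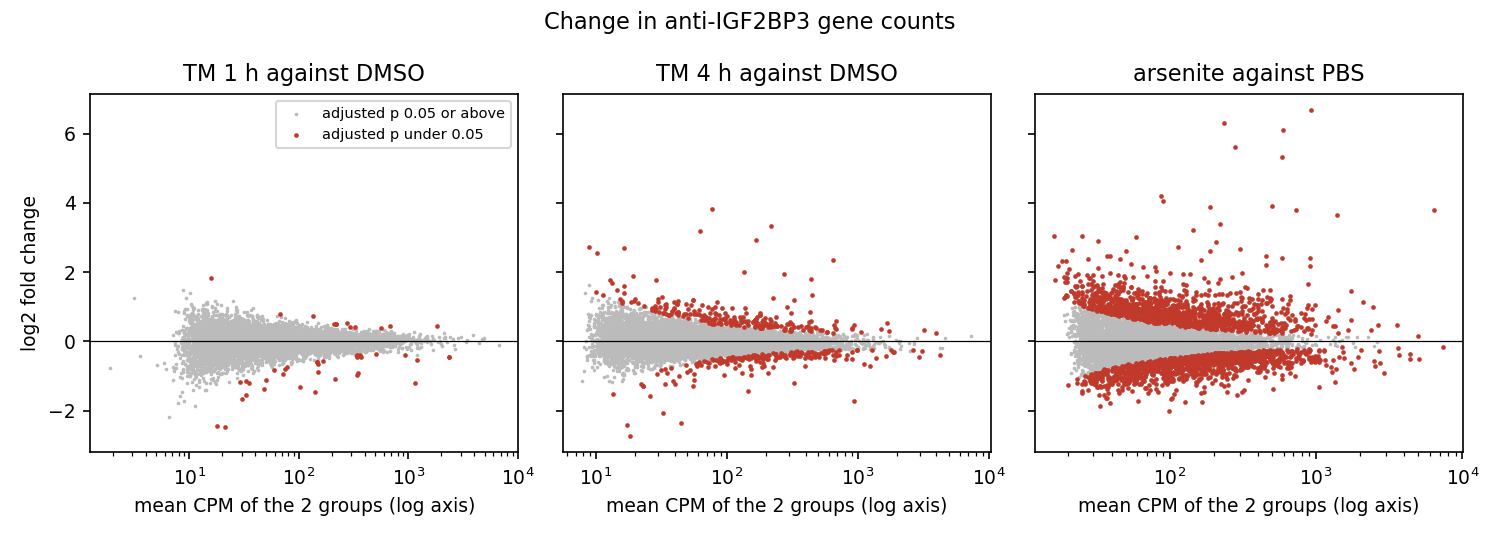
Each point is a gene, with its mean CPM (counts scaled by library total and TMM factor) over the groups compared on a log axis and its log2 fold change in the anti-IGF2BP3 libraries; red points have an adjusted p under 0.05 in edgeR's quasi-likelihood test. The plots hold 46 such genes for TM 1 h, 426 for TM 4 h and 2310 for arsenite, each with 3 libraries per group.

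The files do not pair gene identifiers with names, so genes are given by the identifiers used there, with the number at the end as written in them. At TM 1 h the largest rises under the naming rule were those of ENSG00000002587_10 and ENSG00000132002_9. The first had 172 ± 9.47 CPM at TM 1 h and 95.7 ± 32.6 in DMSO (SD, n = 3), a log2 fold change of 0.73 (SE 0.16) with an edgeR adjusted p of 0.0070. The second had 329 ± 34.2 and 224 ± 7.63 CPM, a log2 fold change of 0.54 (SE 0.11) with an edgeR adjusted p of 0.0033. Neither passed the threshold under DESeq2 or without TM 1 h replicate 3, where the log2 fold changes were 0.69 and 0.48, and the first did not pass without DMSO replicate 2, at 0.59. The largest falls were those of ENSG00000123358_20, at -1.46 (SE 0.25, edgeR adjusted p 0.00016), and ENSG00000114019_15, at -1.31 (SE 0.19, edgeR adjusted p 3.4e-06). The fall of ENSG00000123358_20 rested on DMSO replicate 3, which held 391 CPM against 98.0 and 112 in the other DMSO libraries. Without that library the log2 fold change was -0.38, and the call was also lost under DESeq2 and with robust variance moderation. ENSG00000114019_15 had 64.5 ± 15.8 CPM at TM 1 h and 141.1 ± 35.6 in DMSO. It kept its call under all 12 alternatives run for named genes, which did not include fits by library set.

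At 4 h, 426 of the 8343 genes differed from DMSO in the same edgeR fit, 233 higher and 193 lower, of which 49 rose and 18 fell at least 2-fold. The count was 178 without DMSO replicate 3 and 247 without TM 4 h replicate 3. In the library set that holds replicates 1 and 2 it was 129, of which 69.8% were higher against 54.7% with all libraries. With library totals as the only scaling the higher share was 62.0%, with no filter on low counts it was 46.5% (171 higher and 197 lower), and without DMSO replicate 2 it was 49.8%, so the balance of directions is not settled. The groups did not overlap in 20.6% of genes. ENSG00000175197_12 rose from 11.1 ± 4.65 CPM in DMSO (SD, n = 3) to 132, 173 and 125 CPM in the TM 4 h libraries, a log2 fold change of 3.83 (SE 0.24, edgeR adjusted p 2.7e-21). ENSG00000051108_15 rose from 41.2 ± 6.76 to 395 ± 142.1 CPM, a log2 fold change of 3.33 (SE 0.17, edgeR adjusted p 1.5e-25). The largest falls were those of ENSG00000173334_4, from 1419 ± 529 to 452.5 ± 83.4 CPM with a log2 fold change of -1.72 (SE 0.12, edgeR adjusted p 6.1e-19), and of ENSG00000125378_16, from 77.6 ± 18.4 to 32.4 ± 8.63 CPM with a log2 fold change of -1.29 (SE 0.20, edgeR adjusted p 4.4e-06). The IgG libraries held 3, 7, 9 and 1 counts of these 4 genes at TM 4 h and 0, 0, 3 and 1 in DMSO. A count of 0 allows up to 3 counts. These are raw counts from totals of 11542 and 7864, so they cannot be set beside the CPM values. In edgeR's comparison with IgG over all conditions neither rising gene was called above IgG. Their log2 differences were 0.09 (adjusted p 0.96) and 0.53 (adjusted p 0.52). ENSG00000173334_4 was called, at 1.15 (adjusted p 4.8e-05), and ENSG00000125378_16 was not, at 0.34 (adjusted p 0.78). That fit used TMM factors, under which the median log2 difference over all genes was 0.71. These differences and the call therefore cannot be read as binding of single genes. All 4 changes from DMSO kept their calls under each alternative run for named genes that gave an adjusted p.

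The time points were compared directly. Without a vehicle of 1 h, this comparison cannot separate a changed effect of tunicamycin from elapsed time. In edgeR's quasi-likelihood test 967 genes differed between TM 4 h and TM 1 h at an adjusted p under 0.05, 467 higher and 500 lower at 4 h, more than either time point gave against DMSO. The balance of directions depended on the settings, with 543 higher and 433 lower under library totals and 476 higher and 425 lower among genes with a mean count of at least 50. Leaving out TM 1 h replicate 3 gave 523 genes and DESeq2 gave 502. Of the 46 genes called at 1 h, 23 were also called at 4 h, and 17 of the 23 changed in the same direction. In 20 simulations with no effect, genes were ranked by p-value. The shared DMSO libraries put 13.5 genes (7 to 19) among both the 46 lowest at 1 h and the 426 lowest at 4 h. All of these had the same direction, and at most 0 genes were called in both at the adjusted p threshold. Such ranks hold noise alone, while the real calls may also hold effects of treatment. The simulations therefore cannot decide whether the 17 come from the shared controls. Over all genes the log2 fold changes at 1 h and 4 h had a Pearson correlation of 0.19 (jackknife SE 0.175), between 0.12 and 0.31 with 1 library left out and highest without DMSO replicate 2. Both were computed against the same DMSO libraries, which alone gave a mean correlation of 0.46 in 20 simulations with no effect (0.45 to 0.48). The share of genes with the same sign was 52.9%, against 65.2% in those simulations. The observed correlation was 0.45 with no filter on low counts and -0.09 among genes with a mean count of at least 50. These correlations are across genes, which are not independent replicates.

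The arsenite libraries addressed recovery under oxidative stress. Arsenite changed 2310 of 6642 genes against PBS in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1171 higher and 1139 lower, of which 414 rose and 194 fell at least 2-fold. The groups did not overlap in 43.6% of genes. DESeq2 gave 1233 genes. The balance of directions depended on the settings. It was 1123 higher and 1185 lower under library totals, and 1123 higher and 837 lower with no filter on low counts. ENSG00000170345_10 rose from 15.4 ± 7.68 CPM in PBS to 1835 ± 140.6 under arsenite (SD, n = 3), a log2 fold change of 6.69 (SE 0.16, edgeR adjusted p 4.1e-83). ENSG00000122877_16 rose from 4.24 ± 3.94 CPM, with 0 counts in PBS replicate 2, to 467 ± 89.9, a fitted log2 fold change of 6.32 (SE 0.29, edgeR adjusted p 5.9e-47). The largest falls were those of ENSG00000198918_8, from 255 ± 30.5 to 75.8 ± 9.21 CPM with a log2 fold change of -1.76 (SE 0.17, edgeR adjusted p 2.3e-17), and of ENSG00000176340_4, from 195 ± 38.5 to 60.0 ± 1.20 CPM with a log2 fold change of -1.74 (SE 0.19, edgeR adjusted p 8.6e-15). The IgG library labelled arsenite held 11, 4, 2 and 0 counts of these 4 genes and the one labelled PBS 0, 0, 2 and 2. These are raw counts from totals of 9366 and 17503. In edgeR's comparison with IgG over all conditions none of the 4 was called above IgG. The log2 differences were 0.53, 0.54, 1.15 and 1.16, with adjusted p-values of 0.31, 0.63, 0.16 and 0.20. With the TMM factors of that fit the median log2 difference over all genes was 0.71, so a positive difference is not evidence of binding. All 4 changes from PBS kept their calls under the 12 alternatives run for named genes.

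The stresses were compared by testing whether the arsenite change and the TM 4 h change of a gene differed, each against its own control. The edgeR quasi-likelihood test called 1427 of 7796 genes, 668 with the more positive change under arsenite and 759 with the more negative one. DESeq2 gave 854 genes. Among 6630 genes tested against both controls, 216 were called both at TM 4 h and under arsenite, where 138 would be shared by chance. Of the 216, 151 changed in the same direction and 65 in opposite directions. The log2 fold changes of TM 4 h and arsenite, which share no control, had a Pearson correlation of 0.12 across genes. Of the 45 genes called at TM 1 h and tested in both fits, 32 were called under arsenite, where 15.6 would be shared by chance. Of the 32, 18 were lower at TM 1 h and higher under arsenite, and 10 were lower in both. In total 20 changed in opposite directions and 12 in the same direction. The chance values of 138 and 15.6 take all genes as equally likely to be called. Arsenite changed 1380 of 2627 genes in the fit with a mean count of at least 50, against 2310 of 6642 in the main fit. Part of each excess may therefore come from genes with enough counts to be called in both. The arsenite and tunicamycin libraries belong to different library sets, so set and stress cannot be told apart in this comparison except through the controls.

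Clusters of crosslinked reads, called by the authors in each library separately, gave the positions of recovered RNA fragments. The number of clusters followed the depth of the library, from 3579 in PBS replicate 2 to 63287 in TM 4 h replicate 3. Group means were 11887 ± 7205 clusters for PBS, 28823 ± 15306 for arsenite, 35430 ± 19139 for DMSO, 23336 ± 18372 for TM 1 h and 37899 ± 23012 for TM 4 h (SD, n = 3). On the log2 scale the difference from the control was -0.74 for TM 1 h, 0.11 for TM 4 h and 1.43 for arsenite, with two-sided exact permutation p-values of 0.6, 0.9 and 0.3 and an adjusted p of 0.9 for each over the 3 comparisons. With 3 libraries per group such a test cannot give a p below 0.1. With 1 library left out the difference ran from -1.36 to -0.13 for TM 1 h and from -0.45 to 0.54 for TM 4 h. For arsenite it ran from 0.71, without PBS replicate 2, to 1.81. Per 1000 gene counts the libraries held 35.0 ± 6.55 clusters in PBS, 39.9 ± 1.92 under arsenite, 40.1 ± 1.62 in DMSO, 38.4 ± 3.24 at TM 1 h and 40.8 ± 0.853 at TM 4 h. The IgG libraries gave 93 clusters with the label PBS, 180 with the label arsenite, 43 for DMSO, 33 for TM 1 h and 91 for TM 4 h. Most of them overlapped an anti-IGF2BP3 cluster of the labelled condition by at least 1 nt. The share ran from 80.6% for the label PBS to 100% for TM 1 h. A cluster in an anti-IGF2BP3 list is therefore not by itself evidence of binding above background. The labels of the PBS and arsenite IgG cluster lists conflict with the names the lists carry, which are the other way round. The lists are described here by the sample they are attached to, and no direction is drawn from them.

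**Figure D2:**
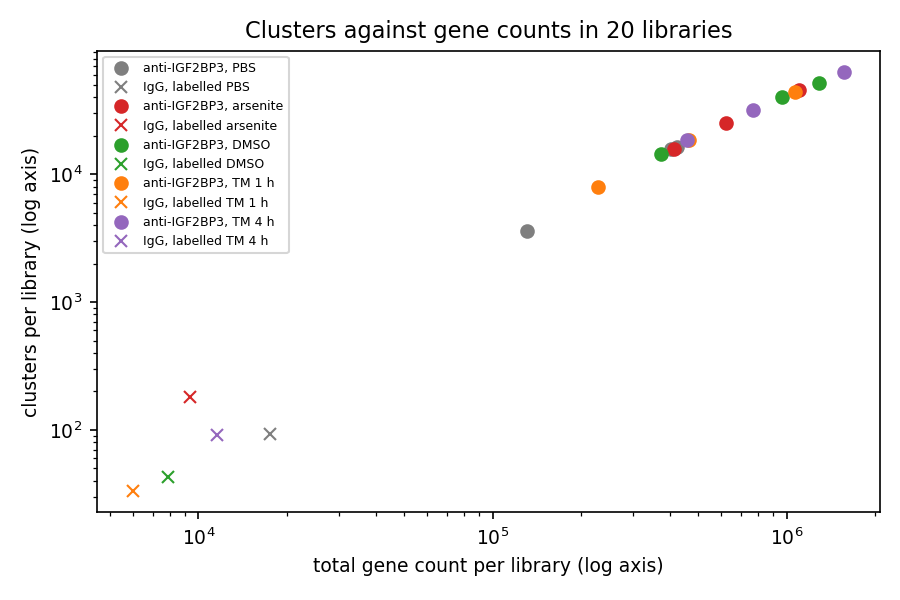
Clusters per library against the total gene count of the library, both on log axes, for 15 anti-IGF2BP3 libraries (circles) and 5 IgG libraries (crosses, by label), coloured by condition. The anti-IGF2BP3 libraries run from 3579 to 63287 clusters in a line with depth, and the IgG libraries lie between 33 and 180.

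The conversion share, the percentage of T-to-C events among all conversion and non-conversion events at clusters, was 8.01 ± 0.0969% in PBS and 8.70 ± 0.0974% under arsenite (SD, n = 3), a rise of 0.684 percentage points. All 3 arsenite libraries lay above all 3 PBS libraries. The two-sided exact permutation p was 0.1, the smallest that 3 against 3 libraries allow, and the adjusted p over the 3 comparisons was 0.3. The alternative that moved the rise most was the restriction to the 3579 clusters with most reads in each library, under which it was 0.537 points. At TM 4 h the share was 8.24 ± 0.516% and in DMSO 7.83 ± 0.144%, a difference of 0.403 points with an exact permutation p of 0.4. With 1 library left out the difference lay between 0.189 (without TM 4 h replicate 1) and 0.690 points (without TM 4 h replicate 3). It was not the same in the library sets, since TM 4 h replicates 1 and 2 had 8.67% and 8.38% against 7.99% and 7.72% in DMSO, while replicate 3 had 7.66% against 7.79%. At TM 1 h the share was 7.73 ± 0.224%, -0.0993 points from DMSO with an exact permutation p of 0.5. Both tunicamycin comparisons had an adjusted p of 0.5. In the IgG libraries the share was 6.69% (95% exact Clopper-Pearson interval 6.26 to 7.15) for the list labelled PBS, 6.36% (6.03 to 6.71) for that labelled arsenite, 8.94% (7.95 to 9.99) for DMSO, 8.07% (7.09 to 9.14) for TM 1 h and 7.55% (7.03 to 8.09) for TM 4 h. These intervals cover counting error only, since sequenced copies of a fragment are not independent molecules.

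**Figure D3:**
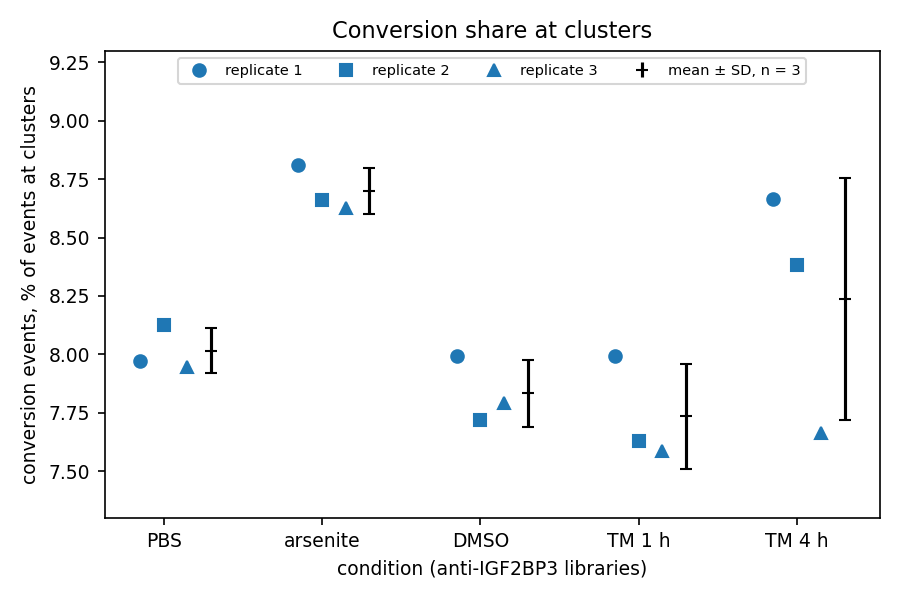
Conversion events as a percentage of all events at clusters in the 15 anti-IGF2BP3 libraries, by condition; symbols mark replicates and bars give the mean ± SD of 3 libraries. The arsenite libraries lie between 8.63% and 8.81% and the PBS libraries between 7.95% and 8.13%, while TM 4 h replicate 3, at 7.66%, lies apart from replicates 1 and 2.

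The motif CAU followed by A, C or U, known for this protein family, was held by 64.4 ± 0.622% of clusters in PBS, 63.5 ± 0.304% under arsenite, 64.6 ± 0.350% in DMSO, 65.1 ± 1.08% at TM 1 h and 64.1 ± 1.57% at TM 4 h (SD, n = 3). Relative to shuffled sequences of the same base composition the share was higher by a factor of 1.17 ± 0.0206 in PBS, 1.16 ± 0.0159 under arsenite, 1.14 ± 0.0135 in DMSO, 1.15 ± 0.0247 at TM 1 h and 1.14 ± 0.0300 at TM 4 h. The factor was above 1 in each of the 15 anti-IGF2BP3 libraries, from 1.11 to 1.20. It was smaller against shuffles that keep the dinucleotide counts, with group means from 1.04 to 1.07. None of the 3 comparisons differed by more than the spread between replicates, with two-sided exact permutation p-values of 0.7 for TM 1 h, 0.9 for TM 4 h and 0.5 for arsenite and an adjusted p of 0.9 for each. Against the dinucleotide-preserving shuffles all 3 arsenite libraries (1.039 to 1.043) lay below all 3 PBS libraries (1.050 to 1.102), a difference of -0.0330 with an exact permutation p of 0.1, the smallest possible. In the IgG lists the factor was 0.906 for the label PBS, 1.00 for arsenite, 0.878 for DMSO, 0.843 for TM 1 h and 1.14 for TM 4 h, over 33 to 180 clusters per list. GGAC, the alternative motif, had a larger factor against shuffles of the same base composition in each anti-IGF2BP3 group. Its group means ran from 1.19 in DMSO to 1.25 in PBS. A factor above 1 was therefore not limited to CAU followed by A, C or U.

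Clusters of one library were compared with those of another by overlap of at least 1 nt on the same strand, as a share of the smaller list. In the libraries of the TM 1 h comparison 89.2 ± 6.83% of clusters overlapped within groups (SD over 6 pairs) and 84.4 ± 10.9% between groups (9 pairs). In those of the TM 4 h comparison the shares were 88.8 ± 6.57% and 83.2 ± 8.82%, and in those of the arsenite comparison 82.7 ± 10.6% and 77.1 ± 15.2%. The differences of 4.72, 5.61 and 5.62 percentage points with all libraries were smaller than the SD between pairs within groups. With 1 library left out they lay between 0.164 (without DMSO replicate 1) and 7.96 points (without DMSO replicate 3) for TM 1 h, between 3.66 and 6.85 points for TM 4 h, and between -1.61 (without arsenite replicate 1) and 9.12 points (without arsenite replicate 3) for arsenite, and the highest values for TM 1 h and TM 4 h exceeded that SD. With 3579 clusters per library the differences were 4.14, 3.43 and 10.1 points, and with an overlap of 50% of both clusters 0.842, 0.180 and 5.00 points. The SD within groups also holds differences in list size, so it is not a measure of replicate spread alone. PBS replicates 1 and 3 overlapped by 63.7%, while PBS replicate 2, the smallest list, overlapped arsenite replicate 3 by 96.7%. Pairs share libraries and are not independent, so no test was made.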

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

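The number of genes recovered differently at TM 4 h and TM 1 h was 967 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It held 467 higher and 500 lower at 4 h, but 543 and 433 under library totals. This count is singled out because it compares the time points directly. No vehicle of 1 h was analysed, so a changed effect of tunicamycin cannot be told apart from elapsed time. The fits by library set and without single libraries were planned, while their use as tests of this result and the tests of other groupings and of depth were chosen after it had been seen, depth before its own values were. Several technical accounts were weighed. Library depth differs, since TM 1 h has the shallowest library of the 9, with 227961 counts. With all 9 libraries thinned to that depth, 316 of 5201 genes were still called, 294 of them among the 967 and all 294 in the same direction, while 20 simulations of unchanged groups at the real depths gave at most 1 call, so depth differences alone do not account for the count. Library set is shared evenly by the time points, and 488 genes were called within the set of replicates 1 and 2 and 925 with set in the model. A single outlying library is argued against by the fits that each left out 1 library, the lowest of which gave 523 genes, without TM 1 h replicate 3. Of the 10 groupings of the 6 libraries, 1, the real one, gave as many genes, and each other grouping gave 0, but 10 groupings cannot show that a result is rarer than 0.1. Gene length and GC content were not tested. The time of treatment is the difference that the design names and stays open as the cause, as does a change in RNA abundance in place of binding, which these libraries cannot separate.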

How the results depend on the processing

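Direction and threshold were compared across the alternatives for 23 results and 12 named genes. The named genes were not compared with the replicate number or the library set in the model, or within 1 library set. Of the alternatives for comparisons, 244 left the result as it was, within 1.5 times for a count of genes, 25 lowered a count by more than that, 9 moved a value by more than its spread (the SD between replicates, or the jackknife SE of a correlation) and 2 changed its sign by that rule. Among the 244 are the alternatives with the replicate number for the conversion, motif and mitochondrial shares. Their values equal the main values by arithmetic and could not move. No gene called in both fits changed sign in any comparison of conditions. The mitochondrial shares and the removal of mitochondrial clusters were chosen after the data had been seen, and no alternative moved a mitochondrial share by more than the spread.

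DESeq2's Wald test called fewer genes in every comparison, 6 for TM 1 h, 151 for TM 4 h, 502 for TM 4 h against TM 1 h, 1233 for arsenite and 854 for the difference between stresses. The cause was not tested. Within the library set of replicates 1 and 2, with 2 libraries per group, the counts were 16 for TM 1 h, 129 for TM 4 h and 488 for TM 4 h against TM 1 h, where fewer libraries limit the test. Requiring a mean count of at least 50 gave 1380 genes for arsenite, of fewer genes tested. Leaving out 1 library at a time gave 13 to 41 genes for TM 1 h, 178 to 431 for TM 4 h and 523 to 859 for TM 4 h against TM 1 h over 6 fits each. The lowest values came without DMSO replicate 3 for the first pair and without TM 1 h replicate 3 for the last. For arsenite the range was 1714 to 2392 and for the difference between stresses, over 12 fits, 1052 to 1377. With no filter on low counts 57.5% of the genes that differed between stresses were more positive under arsenite, against 46.8% with the filter.

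The count of genes above IgG was the least stable. It was 741 with no filter on low counts, 6 with DESeq2's size factors in edgeR and 6 with library totals, 5 with a mean count of at least 50 and 3 with DESeq2. It was 275 in the tunicamycin libraries alone and 68 in the arsenite set alone, and 291 to 513 over the 20 fits that each left out 1 library, lowest without the IgG library labelled arsenite. Genes lower than IgG numbered 60 with TMM, 85 with DESeq2's size factors and 175 with DESeq2.

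The correlation of the TM 1 h and TM 4 h changes was 0.19, 0.45 with no filter and -0.0895 with a mean count of at least 50. That of TM 4 h and arsenite was 0.12, 0.0360 with no filter and 0.21 with a mean count of at least 50. The cause was not tested beyond the simulations of shared controls.

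The arsenite rise in conversion share was 0.823 points for clusters with at least 10 reads and 2 conversion locations and 0.537 points with 3579 clusters per library, and lay between 0.629 and 0.740 points over the 6 fits without 1 library. The motif factor for TM 1 h against DMSO differed by 0.0113, by 0.0349 with 3579 clusters per library and by 0.0365 for GGAC (exact permutation p 0.1). It differed by -0.00298 against dinucleotide-preserving shuffles and by -0.00123 without TM 1 h replicate 1. For TM 4 h it differed by -0.00156, and by 0.0222 for GGAC. For arsenite it differed by -0.0137, by -0.0492 with 3579 clusters per library and by -0.0330 against dinucleotide-preserving shuffles (exact permutation p 0.1). The cause was not tested, and 0.1 is the smallest p this number of libraries allows.

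The replicate number does not pair the libraries. Deviations from group means correlated between -0.079 and 0.065 in 12 pairs with the same number and between -0.059 and 0.094 in 24 others. With the number as a replicate block edgeR called 43 genes for TM 1 h, 371 for TM 4 h, 902 for TM 4 h against TM 1 h, 2111 for arsenite and 1247 for the difference between stresses. The conversion rise under arsenite with the replicate block is 0.684 points by arithmetic, and its exact sign-flip p is 0.25, the smallest 3 pairs allow.

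For the named genes 135 alternatives kept the call, 8 lost it, all at TM 1 h, and none changed a direction. Tests of gene lists and shares of clusters by transcript region, with their alternatives, were not run. The 3579 clusters of the smallest library and the 5981 to 17503 counts of the IgG libraries limit what can be said of weak sites and of background.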

Other observations

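The tests of mitochondrial clusters, of shared sites and the first of the IgG cluster lists were chosen after the patterns but before their own values were seen, the test of raised regions was revised after a first version had been seen, the fits without single libraries and within a library set were planned, and the other tests, including the other groupings, were chosen after.

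Other groupings of the same libraries were refitted for each count of genes. For TM 1 h against DMSO, TM 4 h against DMSO and arsenite against PBS, 1 of the 10 groupings, the real one, gave as many genes, and the highest other count was 8, 12 and 0. With 10 groupings a share under 0.1 is impossible. For the difference between the stresses 2 of 60 groupings gave as many. The other of these exchanged treated and control libraries as whole groups in 1 of the sets and so adds the changes in place of subtracting them, with 2139 genes. For the comparison with IgG 1 of 60 groupings gave as many, the highest other giving 7. Only the real grouping sets all sparse libraries against deep ones, so this count cannot separate the antibody from depth.

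The excess of genes above IgG may come from TMM factors of sparse libraries. In simulated libraries with the real depths and no difference, TMM gave 87 calls and IgG factors between 1.11 and 1.64, while library totals and DESeq2's size factors each gave 0 calls. A true excess of a smaller number of genes stays open, since the same simulation with 200 genes changed 4-fold recovered 31% of them with library totals.

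Whether the IgG libraries followed the treatment was asked of the 414 genes that arsenite raised at least 2-fold in the anti-IGF2BP3 libraries. They took 2.81% of counts in the PBS IgG library (95% exact Clopper-Pearson interval 2.57 to 3.06) and 5.66% (5.20 to 6.15) in the arsenite one, against 2.72% to 2.75% and 8.72% to 8.89% in the anti-IGF2BP3 libraries. IgG libraries that saw no arsenite also varied, with 4.11% (3.68 to 4.57) in DMSO, 3.01% (2.59 to 3.47) at TM 1 h and 5.29% (4.88 to 5.71) at TM 4 h, the last well above the 3.43% to 3.55% of its anti-IGF2BP3 libraries. A share near that of the arsenite IgG library thus arose without arsenite, and with 1 IgG library per condition the treatment cannot be credited with the difference. Reads misassigned evenly from the libraries of the same set may be an explanation, and would have lifted the PBS IgG share, since the arsenite libraries are deeper. The 2.81% is near the PBS libraries, but it is 1 library, and the intervals cover counting error only, since reads are not independent molecules, so misassignment stays open. Misassignment limited to libraries of the same condition was not tested.

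The IgG cluster lists of the arsenite set may be attached to each other's samples, as their names would have it. The list attached to the PBS IgG sample had 3.25% of its reads in regions that arsenite raised (2.40 to 4.30, exact Clopper-Pearson) and the list attached to the arsenite IgG sample 0.681% (0.373 to 1.14), but these rest on 3 clusters and 1 cluster. Over the 40 regions with clusters in both lists, the read ratio of the arsenite-attached to the PBS-attached list fell as the arsenite to PBS ratio of the anti-IGF2BP3 libraries rose, with a Spearman rho of -0.423 (permutation p 0.0071, 2-sided, across regions, which are not replicates). The list attached to arsenite also has more clusters, 180 against 93, though its gene count column has fewer counts, 9366 against 17503. The gene count columns gave no sign of such an exchange. ENSG00000170345_10, the gene that arsenite raised most, had 11 counts in the arsenite IgG column and 0 in the deeper PBS one. The attachment was kept as given, and the question stays open.

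The higher conversion share under arsenite was weighed against 4 accounts. Mitochondrial clusters do not account for it, since the rise was 0.641 points without them. Depth does not either. In 5 of the 5 groups the deepest library had a lower share than the shallowest, so the deeper arsenite libraries would be placed lower and not higher. A change in which sites were clustered may account for part of it. Over 2027 regions with a cluster in all 6 libraries the rise was 0.398 points with events pooled (8.16 ± 0.105% against 7.76 ± 0.203%, exact permutation p 0.1), but the mean over regions, each weighted alike, differed by -0.0637 points, and 50.8% of regions were higher, so the pooled and unweighted values part and this account stays open. RNA made during the stress, with more 4-thiouridine, is a biological account. In the 38 shared regions whose read share rose at least 2-fold, the conversion share exceeded that of 526 unchanged regions of like read number by 1.01 points under arsenite, but by 1.19 points in PBS too, a difference of -0.180 points (exact permutation p 0.8). The 38 regions are few and the account cannot be told apart from no effect.

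The changes at TM 1 h and TM 4 h had a correlation of 0.19, below the 0.46 that the shared DMSO libraries alone gave, though with a jackknife SE of 0.175 and a range of 0.12 to 0.31 with 1 library left out (highest without DMSO replicate 2). Counting noise is argued against, because among 3746 genes with a mean count of at least 50 the correlation was -0.0906, where 20 simulations with no effect gave 0.463 (0.416 to 0.492). Changes in opposite directions at the time points are a candidate explanation that the design names, and so is the 4 h vehicle, from which the 1 h libraries differ in time as well as drug. A vehicle of 1 h was not analysed here.

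The genes lower at TM 1 h overlap with those that arsenite raised (18 genes), and also with those that it lowered (10 genes). The 414 arsenite-raised genes took 3.15 ± 0.145% of counts in DMSO, 2.86 ± 0.0511% at TM 1 h and 3.48 ± 0.0616% at TM 4 h (SD, n = 3). All 3 TM 1 h libraries were below, and all 3 TM 4 h libraries above, all 3 DMSO libraries (exact permutation p 0.1 for each, the smallest possible, over 2 comparisons, so that the adjusted p is also 0.1). Library set does not account for the lower value, which was -0.223 points within the set of replicates 1 and 2 and -0.395 points in replicate 3. The TM 4 h rise was less even, 0.438 points within that set and 0.120 points in replicate 3. A single control library remains open for the calls at TM 1 h, since 13 genes were called without DMSO replicate 3 against 46 with it, and 23 of the 34 lower genes were highest in that library among the DMSO libraries, though leaving out TM 1 h replicate 2 gave 17. A response to handling or to 4 h of DMSO in the controls could give the same pattern and cannot be told apart from an early effect of tunicamycin.

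Mitochondrial clusters took 3.89 ± 1.40% of cluster reads in PBS and 1.96 ± 0.331% under arsenite (SD, n = 3), a difference of -1.93 points with an exact permutation p of 0.1, the smallest possible, and an adjusted p of 0.3. Without PBS replicate 2 the difference was -1.13 points. The shares were 2.50 ± 0.637% in DMSO, 3.06 ± 0.774% at TM 1 h and 2.47 ± 0.449% at TM 4 h. In the IgG lists they were between 6.34% and 27.7%. In each of the 5 groups the shallowest library had the highest share, with 5.49% in PBS replicate 2, so depth and treatment are mixed here, and no biological explanation was tested.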
